A study of Mus musculus with 14 samples. Its data were reported in "Transcriptional signatures of Itk-deficient CD3+, CD4+ and CD8+ T-cells" (2009).

How the data were processed

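Resting and stimulated CD4+ and CD8+ T cells from Itk-/- and Wt mice were profiled on 14 Affymetrix MOE430 2.0 arrays, in 8 groups of 1 to 3 arrays. The paper describes negative depletion from pooled spleen and lymph node cells of C57BL/6 mice of both sexes, with antibodies against B220, CD11b, CD11c, Ly-6G, Ter119 and NK1.1, which remove B cells, myeloid cells, erythroid cells and NK cells. Stimulated cells were kept for 24 h with plate-bound anti-CD3, at 1 mg/ml per the labels, whereas the paper's methods give the concentration in micrograms. From 100 ng of total RNA, labelled in a pair of amplification rounds, the authors made model-based expression values with dChip from the perfect-match probes after invariant-set normalization between arrays. The deposited values are intensity on a linear scale with a lowest value of 1, reached by 81 probe set values. Neither the dChip version nor the number of arrays normalized together is stated, and detection calls were not used here.

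All 45101 deposited probe sets were read. The 64 Affymetrix control probe sets were kept for checks of the arrays and left out of the tests, which leaves 45037. By the platform's annotation 34945 of these carried 1 gene symbol, 932 several and 9160 none, and 18193 genes were represented. Itk is not in that annotation, so both of its probe sets were named as the study assigns them, and the second, per the study, also matches another transcript. The probe set that the study lists under Clca1 carries the symbol Clca3a1 there and is given under that symbol.

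Signals were log2-transformed without a filter or an added constant. A linear model with 1 mean per group was fitted to all 14 arrays with limma (version 3.58.1 in R 4.3.3, lmFit and eBayes with a constant prior), and the adjusted p of a gene is from that model, by the method of Benjamini and Hochberg over the 45037 probe sets, unless array set in the model or adjustment over a list is named. The threshold was 0.05. A group of 1 array was thereby assumed to vary like the other groups. The comparisons were Itk-/- against Wt in unstimulated and stimulated CD4+ cells and unstimulated CD8+ cells, stimulated against unstimulated within each genotype and subset, CD8+ against CD4+ within each genotype at rest, and the differences of the Itk effect between stimulation states in CD4+ cells and between subsets at rest. Where both groups held 1 array, differences are given without a test. Probe sets changed at least 2-fold between groups, the study's threshold, were counted here from the ratio of mean linear signals. Changes in the text are differences of mean log2 signal, fold values their antilogs, and signals for a group means of linear values.

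Genes were grouped in 26 lists of T-cell programmes and of markers of other cell types. Each list was tested with camera (limma) on 1 probe set per gene, that with the highest mean signal, with a preset correlation of 0.01 between genes and again with a correlation estimated per list, adjusted over the lists. Where no test was made, the median of a list was placed among 10000 random lists of the same size, matched on mean signal, as a percentile. Random lists do not carry the correlation between genes of a list, so these percentiles are not p-values. Groups, comparisons, lists, the main model and most alternatives were chosen before the data were examined. Genes named for a comparison were the Itk probe sets, the 10 largest rises and the 10 largest falls that passed the test, changed at least 2-fold, had every array of one group beyond every array of the other, carried 1 symbol and lay above the median signal in the higher group, the most changed members of each list, and genes listed beforehand from the study's text and tables. For single arrays the 5 largest rises and falls by the signal and annotation criteria were named. The genes that the study names were chosen by it on these same arrays and are not independent evidence. Several lists also hold genes from the study's tables, such as Il17rb, Il4 and Rnf128. Their list tests are therefore not fully independent of these arrays either.

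Poly-A spike-in and hybridization control probe sets, array medians, principal components and correlations between arrays were checked. They parted the arrays into a set of 4 and a set of 10, and array set was then added as a covariate in a further model. The model was tested on simulated data with 200 changed probe sets. At a log2 change of 1 it recovered 19% to 52% of them over the comparisons and at 2 it recovered 67% to 89%, with 4 to 9 false calls. The simulated arrays held no difference between array sets, and changes were placed only on probe sets above the median signal. These rates therefore do not describe comparisons that cross the array sets, or dim probe sets.

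Alternatives covered dim probe sets, a floor at the 25th percentile, quantile normalization, a shift of each array to one median, an intensity trend in the prior, removal of 141 immunoglobulin, histocompatibility, Xist, Tsix and Y-linked probe sets as in the study's tables, 1 probe set per gene, only the arrays of the compared groups, replicate numbers as blocks, the test named in the paper's methods, each array left out in turn, array set as a covariate, and each array set alone. The test of the study's methods stands below for an unpaired t-test per probe set on log2 signal, adjusted as above unless called unadjusted. The paper itself names paired and unpaired t-tests on signal values and no adjustment, so these counts are not those of its own test. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for the figures. No values were left out other than the control probe sets.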

Results

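Itk is a kinase of the Tec family that acts downstream of the T-cell receptor, and transcript levels in CD4+ and CD8+ T cells from mice that lack it (Itk-/-) or carry it (Wt) were measured on 14 whole-genome mouse arrays. The question was how transcription differs in the absence of Itk in both subsets, before and after the T-cell receptor is engaged. The paper cautions that such differences add up altered cell populations and the loss of Itk within cells. These arrays cannot tell a shift in cell composition from regulation. The Itk effect below means the difference between the genotypes, whichever its source. Unstimulated CD4+ cells were represented by 2 Wt and 3 Itk-/- arrays, and unstimulated CD8+ cells by 1 Wt and 2 Itk-/- arrays. After 24 h of anti-CD3-stimulation there were 2 Wt and 2 Itk-/- arrays for CD4+ cells, and 1 array of each genotype for CD8+ cells. The number of arrays limits the precision of every value. The labels do not say whether replicates came from separate animals, so the p-values measure the spread between arrays. Errors after ± are standard errors of the log2 change.

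Transcripts of Itk itself set the arrays apart by genotype. The first of its probe-sets gave 143 and 137 signal units in the unstimulated Wt CD4+ cells and 61.8, 41.2 and 40.0 in the Itk-/- cells. The unstimulated CD8+ arrays gave 188 in Wt cells against 42.0 and 47.0 in Itk-/- cells. After anti-CD3-stimulation the Wt arrays reached 637 and 597 for CD4+ and 719 for CD8+ cells, and the Itk-/- arrays 118, 148 and 72.6. Itk fell with genotype in unstimulated CD4+ (log2 change -1.58 ± 0.20, adjusted p = 0.0206), stimulated CD4+ (-2.22 ± 0.22, adjusted p = 0.00218) and unstimulated CD8+ cells (-2.08 ± 0.27, adjusted p = 0.00938). The other probe-set assigned to Itk, which per the study also matches an EST gene, was at 3112 against 3056 units in unstimulated CD4+ cells (0.04 ± 0.30, adjusted p = 0.953).

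The arrays also fell into 2 sets that the labels do not name. Replicates 2 and 3 of the unstimulated Itk-/- CD4+ cells and both unstimulated Itk-/- CD8+ arrays formed the second set, and the other 10 arrays formed the first. Spiked-in dap, lys and thr transcripts, which enter before labelling, averaged 9.57 ± 0.17 (SD, n = 4 arrays) on the log2 scale in the second set and 8.26 ± 0.21 (SD, n = 10) in the first. Hybridization controls (bioB, bioC and bioD), added after labelling, averaged 9.71 and 9.74. The median signal was 183 to 205 units in the second set and 150.2 to 169 in the first. Every Itk-/- CD8+ unstimulated array therefore lay in one set and the Wt CD8+ array in the other, whereas unstimulated Itk-/- CD4+ cells had arrays in both. A model with array set as a covariate was therefore fitted as well. Its array-set term rests on unstimulated Itk-/- CD4+ cells, where replicate 1, the only array of the first set, also had the highest GAPDH 3' to 5' signal ratio (9.27, against 3.11 and 4.10 in replicates 2 and 3). In unstimulated CD4+ cells the genotype changes from that model are therefore those of replicate 1 against the Wt arrays, the same as in the first set alone.

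**Figure D1:**
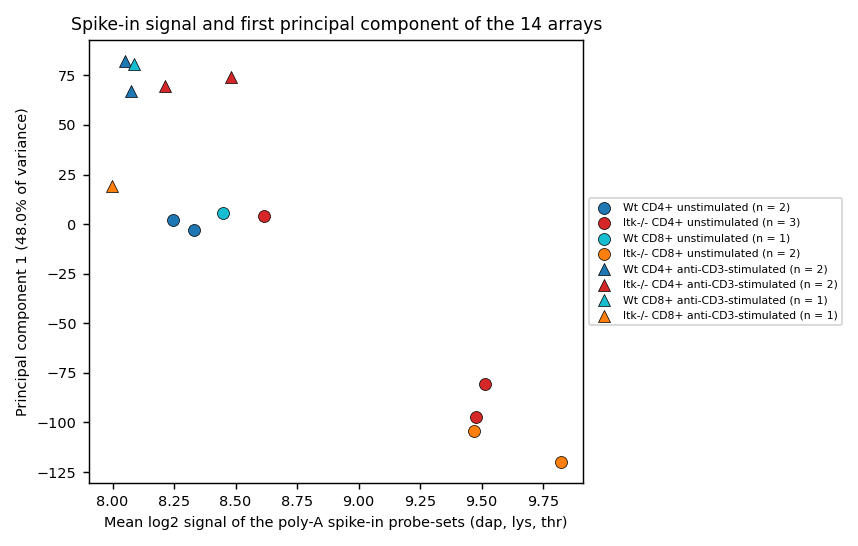
Mean log2 signal of the poly-A spike-in probe-sets (x axis) against the first principal component of log2 signal, which held 48.0% of the variance (y axis), one point per array, 14 arrays by group. The 4 arrays with the highest spike-in signal lay between -80.5 and -120 on the component, the other unstimulated arrays between -2.96 and 5.65, and the stimulated arrays between 19.0 and 82.5.

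Unstimulated CD4+ cells were compared to ask which transcripts differ between the genotypes at rest. Zbtb16, which encodes the PLZF factor of innate-like T cells, was up-regulated 12.0-fold in Itk-/- cells, at 3013 against 249 units (log2 3.59 ± 0.20, adjusted p = 5.61e-04). Transcripts of Eomes, a T-box factor of memory and innate-like cells, rose 5.31-fold (2.41 ± 0.25, adjusted p = 0.00943), and those of the related Tbx21 rose by 1.79 ± 0.23 (adjusted p = 0.0211). Il4, the signature cytokine of type 2 helper cells, rose 6.56-fold (2.71 ± 0.25, adjusted p = 0.00559), and the IL-25 receptor gene Il17rb rose 9.44-fold (3.24 ± 0.25, adjusted p = 0.00268). The inhibitory receptor Klrg1 (2.68), the killer-cell receptor Klra3 (3.60) and granzyme K (Gzmk, 2.50 ± 0.31, adjusted p = 0.0183) were up-regulated as well, together with Aqp9, Chdh, Cdh13, Map2 and Gm36723, by 2.46 to 3.15. Down-regulated transcripts included the ceramide synthase gene Cers6 (-2.36 ± 0.24, adjusted p = 0.00834), the securin gene Pttg1 (-1.37 ± 0.13, adjusted p = 0.0064), Slc16a5 (-1.38), Cpm (-1.20), the naive-cell transcript Dapl1 (-1.14 ± 0.16, adjusted p = 0.0312) and Trpm1 (-1.08). A530021J07Rik, Bambi-ps1, Zfp708 and Pdlim4 also fell, by -1.75 to -1.13, and with array set in the model the last pair no longer passed (adjusted p = 0.0596 for Zfp708). Itk, Zbtb16, Eomes, Tbx21, Il4, Il17rb and Klra3 each differed in one direction between all 3 Itk-/- and both Wt arrays. Cd44, an adhesion molecule of memory cells (0.87 ± 0.16, adjusted p = 0.0641), the IL-2 receptor chain gene Il2rb (0.88, adjusted p = 0.123), Klra8 (1.21, adjusted p = 0.165), Klrk1 (0.65) and Gzmm (0.21) did not pass, but Klra8 passed with array set in the model (1.97, adjusted p = 0.00522), as did Klra7 (0.34, then 2.22, adjusted p = 0.0108). The Wt signals of Klra8 (55.4 and 41.3) and Klra7 (22.2 and 29.5) lay under their arrays' 25th percentiles (76.2 and 73.4), so these sizes are not exact. Klra7 was at 119 in Itk-/- replicate 1 alone, and at 22.3 and 12.7 in replicates 2 and 3. With array set in the model the changes were 3.34 for Zbtb16, 1.96 for Eomes, 1.77 for Tbx21, 2.15 for Il4, 2.68 for Il17rb and -1.18 for Itk, all still past the threshold.

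Among genes grouped by function, the memory or innate-like T-cell genes moved most in these cells. Of 21 measured, 11 rose and 0 fell over all probe-sets tested (20 rose adjusted over the list alone), Zbtb16 (3.04 at its brightest probe-set), Eomes (2.34), Ifng (2.08) and Ccr2 (1.80) the most, with a median of 1.45 (camera adjusted p = 7.45e-20, and adjusted p = 0.316 with an estimated correlation). Within the first array set alone the median was 1.13. Type 2 and follicular helper genes had a median of 0.78, and 3 of 17 rose (9 adjusted over the list alone): Il17rb, Il4 and the ubiquitin ligase gene Rnf128 (camera adjusted p = 3.92e-06, and adjusted p = 0.332 with an estimated correlation). Granzymes and other cytotoxic effectors had 3 rises among 14, in Gzmk, Nkg7 and Gzmb (5 adjusted over the list alone; median 0.31, adjusted p = 0.00177, and adjusted p = 0.332 with an estimated correlation). This call was lost with array set in the model (median 0.18, adjusted p = 0.0713). The γδ and IL-17-type genes Trgv1 (2.44) and Trgv4 (1.48) rose, 2 of 6 (3 adjusted over the list alone; median 0.36, adjusted p = 0.0485, and adjusted p = 0.332 with an estimated correlation). Naive T-cell genes went the other way, with 1 of 16 fallen (4 adjusted over the list alone) and a median of -0.21 (adjusted p = 1.60e-04, and adjusted p = 0.316 with an estimated correlation). Killer-cell lectin-like receptors did not pass as a group (median 0.36, 1 of 18 rose, 4 adjusted over the list alone, adjusted p = 0.118). Klra3 and Klra19, whose probe-sets carry no single gene symbol, were outside this list in every comparison. Regulatory T-cell genes (0.27), T-cell receptor signalling genes (-0.02) and interferon-stimulated genes (-0.11) did not pass either. The lectin-like receptors passed with array set in the model (median 0.25, 4 rose, adjusted p = 7.96e-04), and so did the receptor signalling genes, downward (-0.20, adjusted p = 4.53e-04). Cell cycle genes had a median of -0.23 with 0 of 33 changed (adjusted p = 0.0312, and adjusted p = 0.792 with an estimated correlation), but with array set in the model they passed upward (median 0.54, 3 rose, adjusted p = 1.35e-12). Markers of other blood cells were measured alongside. The B-cell genes had a median of 0.64 (0 of 14 rose, adjusted p = 0.0361, and adjusted p = 0.582 with an estimated correlation), and 7 rose with array set in the model. Monocyte genes had a median of 0.49 (0 of 21, adjusted p = 0.0361), NK-cell genes of 0.38 (0 of 7, adjusted p = 0.0312) and CD8 lineage genes of -0.19 (0 of 3, adjusted p = 0.0312), and these 3 calls were lost with an estimated correlation (adjusted p = 0.332, 0.332 and 0.324), the last pair also with array set in the model (adjusted p = 0.103 and 0.345). Erythroid genes did not pass (median 0.17, adjusted p = 0.754), but 10 of 20 rose with array set in the model (median 0.92).

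Across the arrays of unstimulated CD4+ cells, 147 probe-sets passed the adjusted threshold, 124 up-regulated and 23 down-regulated, and 2124 differed by at least 2-fold between the group means (1954 up, 170 down). Zbtb16, Il4, Il17rb and Eomes were in both counts. Shifting every array to one median moved the share of higher probe-sets from 84.4% to 68.5%, and the median change of all probe-sets from 0.08 to -0.11. With array set in the model 652 probe-sets passed, including 114 of the 147 in the same direction. Between the Itk-/- array of the first set and the Wt arrays 832 probe-sets differed at least 2-fold, and between the Itk-/- arrays of the second set and the same Wt arrays 5210 did. Leaving out any 1 of the 5 arrays moved the count of 147 by more than 1.5 times, from 2 without Wt replicate 2 to 17230 without Itk-/- replicate 1. No probe-set passed when the compared arrays alone were fitted, and 12 did with replicate numbers as blocks. By the test of the study's methods none passed with the adjustment added here, and 3132 were at an unadjusted p under 0.05.

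Stimulated CD4+ cells, with all 4 arrays in the first set, showed whether the difference persisted once the receptor had been engaged. Zbtb16 was again up-regulated, 21.2-fold in Itk-/- cells (4.41 ± 0.22, adjusted p = 1.27e-04). Its Wt signals (70.7 and 67.4) lay under their arrays' 25th percentiles (77.7 and 75.3), so the fold is not exact. Gzmk rose 17.5-fold (4.13 ± 0.34, adjusted p = 0.00105), and the neuronal microtubule-associated gene Map2 rose by 4.14 ± 0.27 (adjusted p = 2.61e-04). Ccl22, a chemokine that attracts CCR4-bearing cells, was at 4192 against 425 units (9.92-fold, adjusted p = 1.27e-04). Eomes (1.57 ± 0.27, adjusted p = 0.030), Il4 (1.92 ± 0.27, adjusted p = 0.00997) and Klra3 (2.61 ± 0.49, adjusted p = 0.0411) stayed higher in Itk-/- cells, whereas Tbx21 (0.07 ± 0.25, adjusted p = 0.957) did not pass and Il17rb (0.74, adjusted p = 0.362) passed only with array set in the model (adjusted p = 0.0251). The phagocyte genes Lyz1 (4.02) and Cybb (3.14), the B-cell IgE receptor gene Fcer2a (3.75 ± 0.23, adjusted p = 2.49e-04), Myo1f, Fscn1, Sostdc1 and 4930453N24Rik rose by 3.14 to 4.02. Crabp2, a retinoic acid carrier induced on activation, fell by 2.26 on the log2 scale (SE 0.34, adjusted p = 0.0151), and so did Efcab7 (-1.76), Egln3 (-1.41) and the cell-cycle inhibitor gene Cdkn1a (-1.29 ± 0.19, adjusted p = 0.0139). The other Itk probe-set rose by 1.77 ± 0.33 (adjusted p = 0.0398) where the first fell. Both Itk-/- arrays lay beyond both Wt arrays for Zbtb16, Eomes, Il4, Klra3 and each Itk probe-set.

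Memory or innate-like genes were again the most altered group in stimulated CD4+ cells. Of 21, 12 rose and 0 fell (18 rose adjusted over the list alone), including Il18r1 (3.02), Ccr2 (2.81), Zbtb16 (2.72 at its brightest probe-set) and Ctla2a (2.64), with a median of 1.92 (camera adjusted p = 6.14e-26, and adjusted p = 0.168 with an estimated correlation). Type 2 and follicular helper genes had 5 rises among 17 (11 adjusted over the list alone), in Cxcr5 (2.26), Maf (2.20), Il4, Il21 and Gata3 (median 0.69, adjusted p = 8.32e-09, and adjusted p = 0.168 with an estimated correlation). Among killer-cell lectin-like receptors Klrd1 (2.84) and Klrc1 (2.71) rose, 2 of 18 (6 adjusted over the list alone; median 0.32, adjusted p = 6.39e-04). The interferon-stimulated genes Rtp4 (2.47 ± 0.18, adjusted p = 7.8e-04), Xaf1 (1.54) and Usp18 (1.35) rose, 3 of 17 (5 adjusted over the list alone; median 0.47, adjusted p = 5.36e-06). The 3 γδ and IL-17-type genes Trgv1 (2.31), Trgv4 (1.77) and Ccr6 (1.57) rose (median 0.82, adjusted p = 0.00259), as did 3 regulatory T-cell genes, Nt5e, Itgae and Nrp1 (5 adjusted over the list alone; median 0.47, adjusted p = 4.46e-04), and the receptor signalling genes Themis, Rasgrp1 and Plcg1 (5 adjusted over the list alone; median 0.23, adjusted p = 0.00947). Granzymes and effectors passed with 3 rises, in Gzmk, Ctsw (2.39) and Nkg7 (median 0.20, adjusted p = 0.0274), and naive T-cell genes with 3, in Ccr9 (2.34), Il7r (1.89) and Als2cl, while Actn1 fell by 0.87 on the log2 scale (median 0.20, adjusted p = 0.0214). Cell cycle genes had a median of -0.33, with none past the threshold singly (adjusted p = 3.51e-04). Activation genes did not pass as a group (median 0.18, adjusted p = 0.248), although 10 of 26 rose and 5 fell adjusted over the list alone. Markers of B cells had a median of 1.61 (2 of 14 rose, Fcer2a and Blnk, 10 adjusted over the list alone; adjusted p = 6.88e-07), monocyte genes of 0.20 (4 of 21 rose, Lyz1, Cybb, Fcgr3 and Mpeg1; adjusted p = 5.76e-04) and plasma-cell genes of 0.46 (1 of 9, Prdm1; adjusted p = 0.041), while stromal genes (-0.05, adjusted p = 0.743) did not pass and erythroid genes (0.15, adjusted p = 0.995) did so only with array set in the model (adjusted p = 0.0479). None of the 13 group calls held with an estimated correlation, where the adjusted p ran from 0.168 for the memory genes to 0.452 for the cell cycle genes. Sex-linked genes did not pass as a group (median -0.01, 0 of 5 singly, camera adjusted p = 0.752). That list mixes Xist and Tsix with Y-linked genes, which differ in opposite directions between the sexes, so its median cannot show a difference in sex. The 1 of them above the array median in Wt cells changed by -5.95. Mice of both sexes were used, so this change may reflect a difference in sex between the genotypes' arrays, which was not tested.

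In stimulated CD4+ cells 561 probe-sets passed, 545 up-regulated and 16 down-regulated, and 1460 differed at least 2-fold (1333 up, 127 down). The model with array set called 1943. Leaving out any 1 of the 4 arrays lowered the 561 to between 107 (without Wt replicate 1) and 205 (without Wt replicate 2), and the 2-fold count rose to 2406 without Wt replicate 2. The compared arrays alone gave 2263 and replicate numbers as blocks 92. The test of the study's methods gave 0 with the adjustment added here, and 6346 at an unadjusted p under 0.05. Of the 2124 probe-sets that differed 2-fold in unstimulated cells, 250 did so after stimulation as well, 183 higher in both (57.8 expected by chance), 3 lower in both (0.479 expected) and 64 in opposite directions. Of the 832 that separated the first-set Itk-/- array from Wt at rest, 33.3% changed the same way after stimulation, and of the 5210 from the second-set arrays 2.80% did.

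The effect of Itk on CD4+ cells was then tested for a change with stimulation. Ccl22 depended most on it, its Itk-/- to Wt difference being larger by 3.11 ± 0.23 after stimulation (adjusted p = 0.00655), followed by the killer-cell receptor gene Klrd1 (3.08 ± 0.23, adjusted p = 0.00655), Mreg (2.90), the kinase gene Sgk1 (2.72 ± 0.24, adjusted p = 0.0102) and Rtp4 (2.65). The oxygen-sensor gene Egln3 moved the other way (-2.03 ± 0.26, adjusted p = 0.0423). Neither Zbtb16 (0.82, adjusted p = 0.231) nor Tbx21 (-1.72, adjusted p = 0.114) passed for a change of its Itk effect, and Il17rb passed only with array set in the model (-2.50 ± 0.38, adjusted p = 0.0677, then 0.0121). In all, 26 probe-sets passed (24 up, 2 down), and 406 with array set in the model. Leaving out 1 array gave from 0 (without Wt unstimulated replicate 1, for one) to 15808 (without Itk-/- unstimulated replicate 1), the compared arrays alone 6 and replicate blocks 0.

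**Figure D2:**
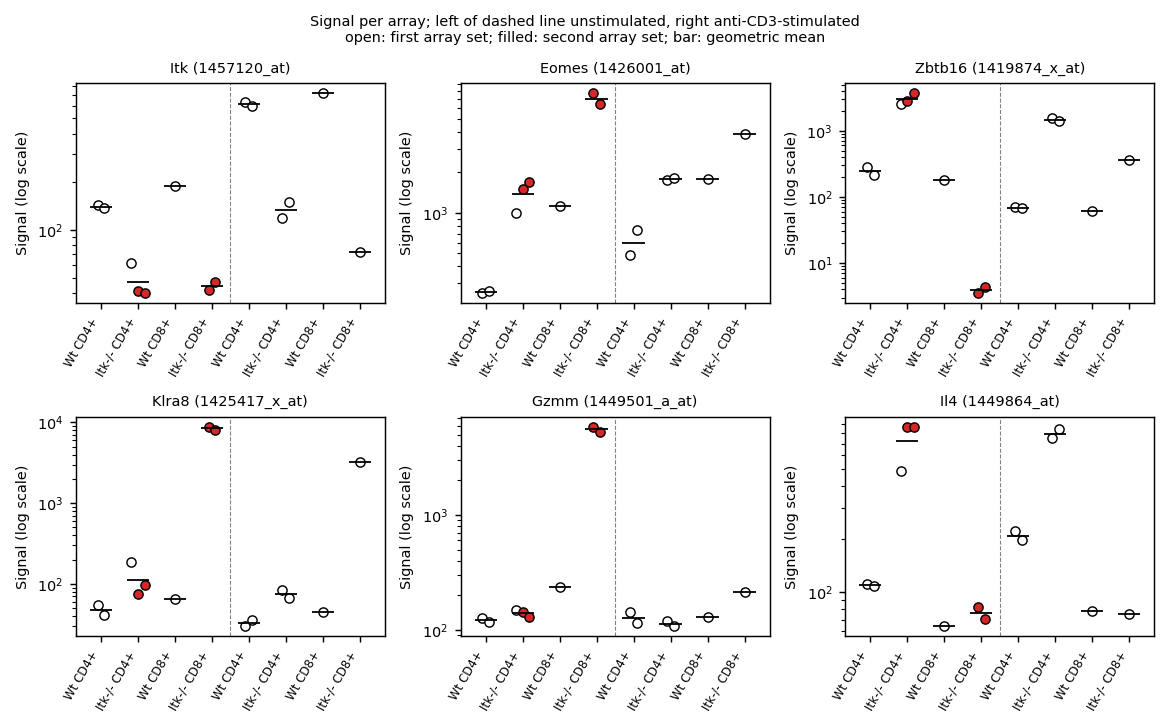
Signal (arbitrary units, log axis) of Itk (first probe-set), Eomes, Zbtb16, Klra8, Gzmm and Il4 on each of the 14 arrays, by group, with open points for the first array set, filled points for the second and bars at the geometric mean. Zbtb16 was at 3013 units in unstimulated Itk-/- CD4+ cells and at 3.96 in unstimulated Itk-/- CD8+ cells, against 249 and 179 in Wt cells.

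Unstimulated CD8+ cells were compared to ask whether the genotypes differ in this subset as well. Klra8, an Ly49 receptor typical of NK cells, was at 8482 units in Itk-/- cells against 64.2 in Wt cells (7.04 ± 0.46, adjusted p = 3.70e-04, the Wt signal being under its array's 25th percentile of 74.2, so that the fold is not exact). Gzmm, encoding granzyme M, was up-regulated 23.5-fold (4.56 ± 0.19, adjusted p = 8.76e-05) and Klra3 26.4-fold (4.72 ± 0.60, adjusted p = 0.00803). Eomes rose 6.25-fold (2.64 ± 0.33, adjusted p = 0.00792), Tbx21 by 2.06 ± 0.31 (adjusted p = 0.0181), Il2rb by 2.11 ± 0.28 (adjusted p = 0.00956) and Cd44 by 1.31 ± 0.21 (adjusted p = 0.0235). Other up-regulated transcripts were Dmrta1 (3.74), the platelet and leukocyte substrate gene Plek (3.49), the adaptor gene Pik3ap1 (3.30) and Dlg5 (3.36). Zbtb16 had the opposite sign to CD4+ cells at the probe-set that the study lists, at 3.96 against 179 units (-5.50 ± 0.27, adjusted p = 1.73e-04). Both Itk-/- signals (3.5 and 4.4) lay under the 1st percentile of their arrays (12.4 and 11.8), so the size of this and other Zbtb16 differences from them is not measured. The helper-cell transcription factor gene Maf (-4.08 ± 0.22, adjusted p = 1.77e-04), the tetraspanin gene Cd81 (-4.07), Cnn3, St8sia6, Ell2, Gcnt1, Dapl1 (-3.57 ± 0.21, adjusted p = 2.79e-04), Sox4 and Gsn also fell, by -4.08 to -3.43. Il4 (0.26), Klra7 (1.97, adjusted p = 0.204), Klra19 (2.45, adjusted p = 0.0631) and Klrk1 (1.41, adjusted p = 0.0892) did not pass, though Klra7 did with array set in the model (4.79, adjusted p = 0.00238). The array-set term for Klra7 came from Itk-/- CD4+ signals of 119 in replicate 1 against 22.3 and 12.7 in replicates 2 and 3. The latter signals lay under their arrays' 25th percentiles (90.95 and 85.0), so the size of 4.79 is not measured. With array set in the model Klra8 (8.20), Gzmm (4.68), Klra3 (3.26), Eomes (1.97), Zbtb16 (-5.88), Maf (-4.11), Dapl1 (-3.58) and Itk (-1.47) still passed. Tbx21 (2.04, adjusted p = 0.0917), Il2rb (1.75, adjusted p = 0.0715) and Cd44 (1.11, adjusted p = 0.14) no longer did, nor did Gca, Ppat, Tanc2, Tuba3b and Sox4, which had passed in the pooled model. For Itk, Klra8, Gzmm, Klra3, Eomes and Zbtb16 both Itk-/- arrays lay on one side of the single Wt array.

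Regulatory T-cell genes passed as a group in unstimulated CD8+ cells, with Ikzf2 (-3.38) and Itgae (-2.42) fallen among 14 (5 adjusted over the list alone; median -0.50, adjusted p = 4.57e-05, and adjusted p = 0.513 with an estimated correlation). Naive T-cell genes fell, 4 of 16 (5 adjusted over the list alone): Dapl1, Igfbp4 (-2.27), Ccr9 (-2.21) and Lef1 (-0.73), with a median of -0.19 (adjusted p = 5.42e-04, and adjusted p = 0.315 with an estimated correlation), and of these Dapl1 alone passed with array set in the model. Granzymes and effectors rose, 3 of 14 (4 adjusted over the list alone): Gzmm, Fasl (2.67) and perforin (Prf1, 1.47), with a median of 0.76 (adjusted p = 0.00415, and adjusted p = 0.593 with an estimated correlation; 0.0839 with array set in the model). Of the γδ and IL-17-type genes Ccr6 (-3.07), Trgv4 (-2.09) and Trgv1 (-2.02) fell (3 of 6, adjusted p = 0.00415, and adjusted p = 0.315 with an estimated correlation). Memory or innate-like genes did not pass as a group (median 1.39, adjusted p = 0.0676), with 10 of 21 risen, among them Ctla2b (2.51) and Ctla2a (2.38), and 3 fallen, S100a4 (-2.40), Anxa1 (-2.38) and Anxa2 (-1.80); 13 rose and 4 fell adjusted over the list alone, and 4 rose and 1 fell with array set in the model (median 0.82). Among the lectin-like receptors Klra8 and Klre1 (2.36) rose, 2 of 18 (3 adjusted over the list alone; median 0.72, adjusted p = 0.0676, and 0.0019 with array set in the model). Cell cycle genes had a median of -0.97 with none past the threshold singly (adjusted p = 3.32e-05, and adjusted p = 0.767 with an estimated correlation), and with array set in the model the median was 0.23 (adjusted p = 0.0733). B-cell genes (median 0.22, adjusted p = 0.796) had 3 rises, Ebf1, Fcer2a and Pax5, erythroid genes a median of -0.30 with a mean of -1.05 (adjusted p = 0.0676), plasma-cell genes -0.97 (adjusted p = 0.0676) and monocyte genes 0.54 (adjusted p = 0.461). B-cell genes passed with array set in the model (median 1.36, adjusted p = 2.63e-08) and erythroid genes turned upward (0.49, adjusted p = 0.0019). The array-set term rests on Itk-/- CD4+ replicate 1, where B-cell (median 1.02) and erythroid genes (0.92) were themselves higher than in Wt CD4+ cells. These shifts therefore cannot be read as changes in CD8+ cells.

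In unstimulated CD8+ cells 1136 probe-sets passed, 782 up-regulated and 354 down-regulated, Zbtb16 and Maf among the latter, and 283 passed with array set in the model (147 up, 136 down). Under quantile normalization the share of higher probe-sets moved from 68.8% to 41.9% and under a shift to one median to 31.5%, as the median change of all probe-sets went from 0.17 to -0.02 and -0.17. Without 1 or the other Itk-/- array the count was 118 (replicate 1) or 145 (replicate 2), and the compared arrays alone, with 1 residual degree of freedom, gave 19639. At least 2-fold differences were seen at 7001 probe-sets (5262 up, 1739 down), against 2124 in CD4+ cells. Across the 45037 probe-sets the CD8+ change correlated at r = 0.753 with the difference between the array sets within unstimulated Itk-/- CD4+ cells, which shares no array with it, against -0.45 to 0.27 for 5 comparisons within the first set; probe-sets are not independent replicates. Of the 2124 probe-sets of CD4+ cells, 1823 (85.8%) were among the 7001, 1620 higher in both (228 expected) and 120 lower in both (6.56 expected). Of the 832 seen with the first-set Itk-/- CD4+ array alone, 412 were shared, 90 higher in both (81.3 expected), 19 lower in both (5.25 expected) and 303 in opposite directions.

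**Figure D3:**
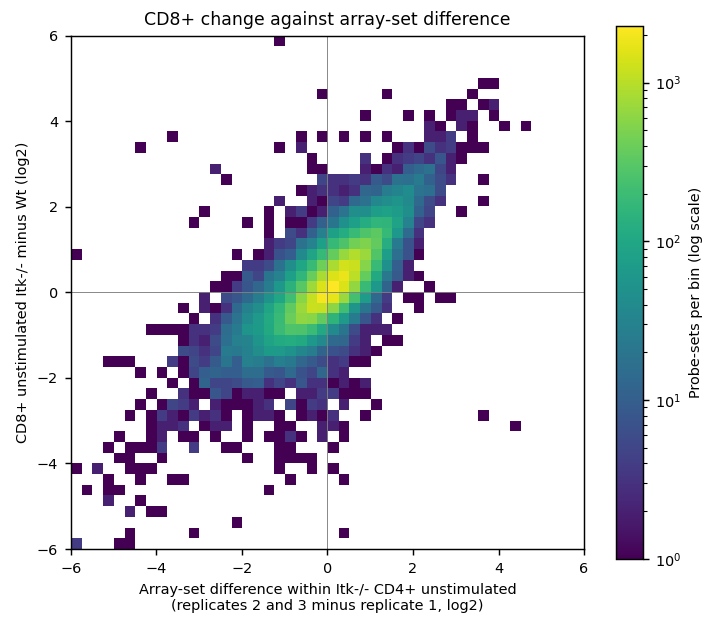
Number of probe-sets (colour) in bins of the log2 difference between the array sets within unstimulated Itk-/- CD4+ cells (x axis, replicates 2 and 3 minus replicate 1) and of the log2 change Itk-/- minus Wt in unstimulated CD8+ cells (y axis). The 45037 probe-sets lay along a rising line (r = 0.753).

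The Itk effect was compared between the subsets at rest. The Itk effect on Zbtb16 was lower in CD8+ than in CD4+ cells (-9.09 ± 0.34, adjusted p = 2.82e-05, with Itk-/- CD8+ signals near the floor). Maf (-5.03 ± 0.27, adjusted p = 2.37e-04), Gcnt1, the γ-chain gene Trgv1 (-4.45 ± 0.53, adjusted p = 0.0138), Cd81 and Emp1 had lower effects as well, the last 4 by -4.25 to -4.59. Klra8 (5.84 ± 0.57, adjusted p = 0.00533), Gzmm (4.35 ± 0.24, adjusted p = 2.37e-04), Dmrta1, Pik3ap1 and the neonatal Fc receptor gene Fcgrt (2.64 ± 0.21, adjusted p = 0.00269) responded more in CD8+ cells. Wt signals of Klra8 lay under their arrays' 25th percentiles in both subsets, so its size is not exact. Il17rb differed by -2.86 (adjusted p = 0.0332), and Il4 only with array set in the model (-2.46 ± 0.41, adjusted p = 0.0645, then 5.59e-04). Eomes (0.23, adjusted p = 0.941), Tbx21 (0.27, adjusted p = 0.928) and Klra3 (1.13, adjusted p = 0.906) did not pass. In total 125 probe-sets passed (26 up, 99 down), 429 with array set in the model. Leaving out 1 array gave 36 (without Wt CD4+ replicate 2) to 429 (without Itk-/- CD4+ replicate 1), and the compared arrays alone 24.

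Stimulated CD8+ cells had 1 array per genotype, both in the first set, so no test was made and each value rests on a pair of arrays. The Itk-/- array lay apart from the other stimulated arrays, at 19.0 on the first principal component against 67.2 to 82.5, and correlated best with the unstimulated Wt CD8+ array (r = 0.980). Klra8 was higher in the Itk-/- array by 6.18 (from 44.7 units, under the 25th percentile of 74.4), Gzmk by 4.37, Klra3 by 4.30, Anxa10 by 4.08, Dmrta1 by 3.85 and Tmem51 by 3.34. Zbtb16 was higher by 2.57, Eomes by 1.10, Klra7 by 1.62 and Gzmm by 0.73, whereas Tbx21 was lower (-0.72) and Itk was lower by 9.90-fold (-3.31). Zbtb16 (61.1) and Klra7 (53.1) in the Wt array and Itk (72.6) in the Itk-/- array lay under the 25th percentile, so these sizes are not exact. The cytokine gene Lif (-4.42), the immune-inhibitory ligand gene Cd200 (-4.25), Dapl1 (-2.94), Zbtb32 (-2.86) and the cytokine-signalling inhibitor gene Cish (-2.83) were lower. Among activation genes 23 of 26 were lower, with a median of -0.76, Lif, Cd200, Il2 (-2.53) and Il2ra (-2.30) the furthest, which lay below all of 10000 random lists of the same size (percentile 0). Cell cycle genes (median -1.45, 30 of 33 lower), ribosome biogenesis genes (-0.65, 21 of 22 lower) and glycolysis genes (-0.38, 12 of 13 lower, percentile 1.81) were lower too, the former pair at percentile 0. Memory or innate-like genes (1.36, 18 of 21 higher), naive T-cell genes (0.73, 13 of 16 higher, Il7r by 2.19 and S1pr1 by 2.71) and lectin-like receptors (0.44, 13 of 18 higher) lay at percentile 100. Interferon-stimulated genes were higher by a median of 0.57 (percentile 99.9), receptor signalling genes by 0.42 (99.8) and γδ and IL-17-type genes by 0.76 (99.4), whereas regulatory T-cell genes were lower (-0.42, percentile 1.46). B-cell (0.66) and monocyte genes (0.29) lay at percentile 100, plasma-cell genes (0.96, Jchain by 3.05) at 99.97 and erythroid genes (-0.04) at 42.8. At least 2-fold differences were seen at 3702 probe-sets (2568 up, 1134 down). They shared 967 of the 7001 of unstimulated CD8+ cells, 391 higher in both (300.04 expected), 264 lower in both (43.8 expected) and 312 in opposite directions. Of the 1460 of stimulated CD4+ cells 844 were shared, 796 higher in both (76.0 expected), 27 lower in both (3.20 expected) and 21 in opposite directions.

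**Figure D4:**
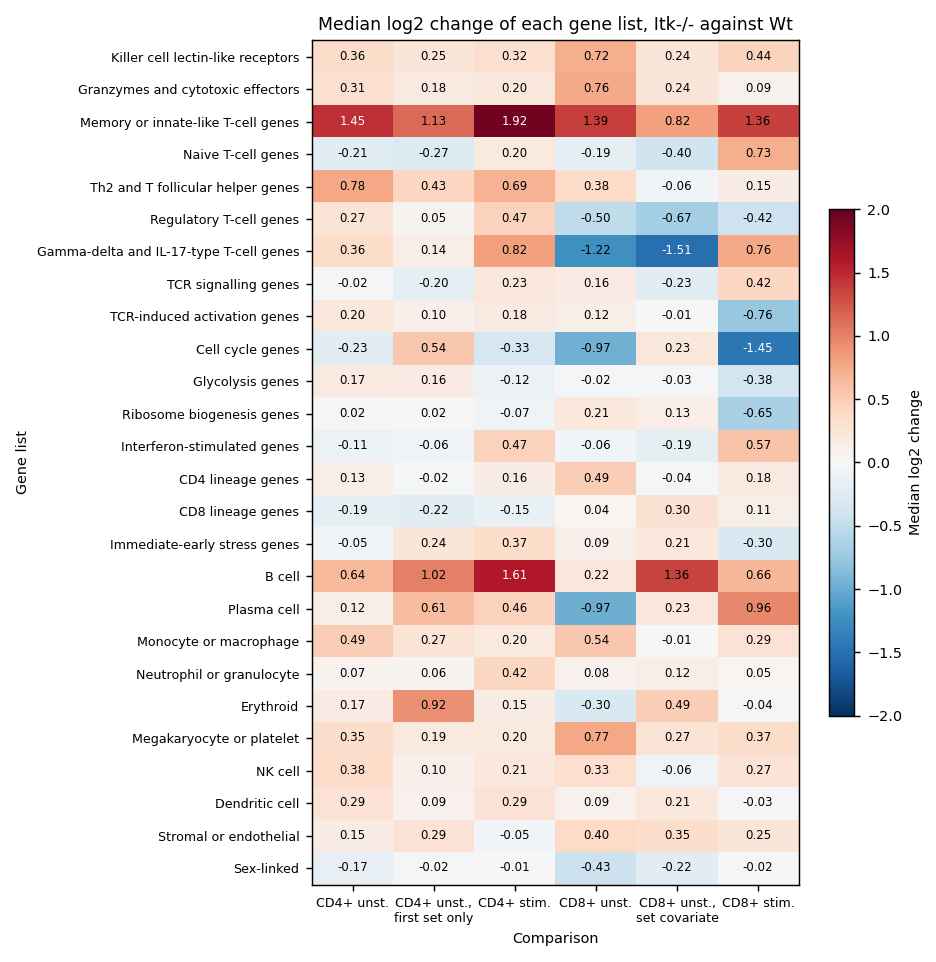
Median log2 change Itk-/- minus Wt of 26 gene groups (y axis) in unstimulated CD4+, stimulated CD4+, unstimulated CD8+ and stimulated CD8+ cells, with columns for the first array set alone in CD4+ and for array set as a covariate in CD8+ cells (x axis; colour, log2). Memory or innate-like genes had medians of 1.45, 1.92, 1.39 and 1.36 in the 4 cell states, and cell cycle genes of -0.23, -0.33, -0.97 and -1.45.

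Stimulated cells were also compared with unstimulated cells within each genotype, to ask what differs after 24 h with anti-CD3. Neither the labels nor the paper describes cells cultured for 24 h without anti-CD3. Effects of culture therefore cannot be told apart from those of receptor engagement. In Wt CD4+ cells the chemokine gene Ccl3 rose 42.7-fold (5.42 ± 0.22, adjusted p = 4.43e-06), Il2 18.1-fold (4.18 ± 0.28, adjusted p = 2.92e-05) and the hexokinase gene Hk2 by 4.22 ± 0.41 (adjusted p = 1.66e-04). Spin4, Ak4, the stress factor gene Atf3, Crabp2, Cdkn1a, the receptor-signalling inhibitor gene Spry1 and Bcat1 rose by 4.09 to 5.08. The naive-cell cytokine receptor gene Il7r fell by 4.39 on the log2 scale (SE 0.24, adjusted p = 1.15e-05), Rasgrp2 by -4.98 and Il18r1 by -4.66, with A530021J07Rik, Slc16a5, Gm11346, Ifi213, Tsc22d3, Samd9l and Rtp4 at -5.34 to -4.40. Itk rose by 2.14 ± 0.22 (adjusted p = 2.23e-04), Tbx21 by 2.66 and Eomes by 1.22, and Zbtb16 fell by 1.84 on the log2 scale. In Itk-/- CD4+ cells Ccl3 (4.99 ± 0.20, adjusted p = 6.65e-06), Ccl22 (4.26 ± 0.16, adjusted p = 5.78e-06), Nr4a2, Hk2 (4.06), Spin4, Bcat1, Kbtbd6, Cdca5, Rad51ap1 and Zfp948 rose by 3.93 to 4.99, and Il17rb (-3.44 ± 0.25, adjusted p = 1.06e-04), Dtx1, Rasgrp2, Slc16a5, Chdh, Abca1 and P2rx7 fell by -3.71 to -3.03. With array set in the model Kbtbd6 (2.31), Cdca5 (1.97) and Rad51ap1 (1.67) changed less, and Rps24 went from -3.45 to -1.26. Tbx21 rose by 0.94 (adjusted p = 0.0202) in Itk-/- cells, and Eomes (0.37, adjusted p = 0.297) and Il4 (0.15, adjusted p = 0.688) did not pass. Tbx21 no longer passed with array set in the model (0.95, adjusted p = 0.0543), while Eomes (0.82, adjusted p = 0.0389) and Il4 (0.71, adjusted p = 0.0156) did.

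Activation genes rose in CD4+ cells of both genotypes, 21 of 26 in Wt (24 adjusted over the list alone; median 1.89, adjusted p = 4.63e-17), Ccl3, Crabp2, Il2 and Irf4 (4.07) the most, and 23 of 26 in Itk-/- cells (23 adjusted over the list alone; median 1.83, adjusted p = 7.34e-20). Cell cycle genes rose, 23 of 33 in Wt (median 1.81, adjusted p = 1.57e-09) and 25 in Itk-/- cells (1.86, adjusted p = 1.26e-11; 1.05 with array set in the model), with Cdc6 at 3.87 and Ccne2 at 3.84 in Wt cells. Ribosome biogenesis genes, Nolc1 and Nhp2 the most altered, rose in 20 of 22 (1.24, adjusted p = 1.78e-12) and 21 of 22 cases (1.04, adjusted p = 2.3e-14), and glycolysis genes in 10 and 6 of 13 (1.04, adjusted p = 2.11e-04, and 0.66, adjusted p = 9.1e-04). Interferon-stimulated genes fell, 13 of 17 in Wt (-1.34, adjusted p = 1.75e-09; Irf7 by -3.34) and 12 in Itk-/- cells (-0.71, adjusted p = 1.26e-05; Irf7 by -2.31). Naive T-cell genes fell in 11 of 16 cases in each (-1.34, adjusted p = 1.57e-09, and -1.15, adjusted p = 7.42e-05), Il7r by -4.39 and -2.67. Memory or innate-like genes fell on balance, 12 of 21 in Wt (4 rose; -1.26, adjusted p = 0.00111) and 15 in Itk-/- cells (3 rose; -0.83, adjusted p = 0.00512), and receptor signalling genes fell, 10 of 22 in each (-0.52, adjusted p = 2.19e-05, and -0.49, adjusted p = 0.00512), Themis by -2.90 and -1.45. In Itk-/- cells 8 memory genes fell with array set in the model (median -0.62), and the receptor signalling call was lost (-0.23, 6 fell, adjusted p = 0.074), and erythroid genes fell (median -0.29, adjusted p = 0.609, then -0.79, adjusted p = 7.45e-07). None of these group calls held with an estimated correlation, where the smallest adjusted p was 0.0641 in Wt (naive T-cell genes) and 0.12 in Itk-/- cells (activation and ribosome biogenesis genes). In Wt cells 9749 probe-sets passed (3901 up, 5848 down, and 15085 in all with array set in the model), Il7r and Rtp4 among those that fell, and the count ranged from 5001 (without unstimulated replicate 1) to 6803 (without unstimulated replicate 2) on leaving out 1 array, with 6199 for replicate blocks and 1 by the test of the study's methods. In Itk-/- cells 9777 passed (4674 up, 5103 down; 9040 with array set in the model), ranging from 3287 (without stimulated replicate 2) to 22375 (without unstimulated replicate 1), with 2596 for the compared arrays alone, 2316 for replicate blocks and 4 by the methods' test, and shifting the arrays to one median moved the higher share from 47.8% to 71.1%, as the median of all probe-sets went from -0.13 to 0.08.

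In Wt CD8+ cells, with 1 array before and 1 after stimulation, Ccl3 was higher by 239.7-fold (7.90), the effector cytokine gene Ifng by 165-fold (7.37), and Nrn1, Bcat1 and Spin4 by 4.90 to 4.97, while Slc16a5 (-4.48), the water-channel gene Aqp1 (-4.44), Jchain, Car1 (-3.78) and Gatm (-3.75) were lower. All 26 activation genes were higher (median 3.52, percentile 100), as were 31 of 33 cell cycle genes (2.18) and all 22 ribosome biogenesis genes (1.07), and 16 of 17 interferon-stimulated genes (-1.41) and 18 of 20 erythroid genes (-0.42) were lower, each at percentile 0. At least 2-fold differences were seen at 4722 probe-sets (2343 up, 2379 down). In Itk-/- CD8+ cells, where the unstimulated arrays lay in the second set, Zbtb16 rose by 6.53 ± 0.27 (adjusted p = 3.80e-05, from signals near the floor), Ccl3 by 6.12 ± 0.27 (adjusted p = 3.94e-05) and Ifng 17.8-fold (4.16 ± 0.40, adjusted p = 0.00124), and Nrn1, Marcksl1, Fabp5, Hivep3, Zfp948, Nr4a2 and Melk rose by 4.19 to 5.14. Gzmm fell by 4.71 on the log2 scale (SE 0.19, adjusted p = 3.80e-05), with Slc16a5 (-3.96), Aqp9 (-3.33), Dtx1, G0s2, Igfbp4 and Gngt2 (-2.44). Fasl, Kbtbd11, Cdh13 and Il2rb (-1.81) passed in the pooled model but not with array set in it (adjusted p = 0.193, 0.0734, 0.119 and 0.0924). Activation genes rose, 17 of 26 (18 adjusted over the list alone; median 2.36, adjusted p = 1.16e-21, and adjusted p = 0.11 with an estimated correlation), Ccl3, Nr4a2, Ifng and the costimulatory receptor gene Tnfrsf9 (3.86) the most. Cell cycle genes rose in 3 of 33 cases over all probe-sets and 24 adjusted over the list alone (median 1.71, adjusted p = 5.4e-13; 0.61 with array set in the model), 5 of 14 regulatory T-cell genes rose (Tnfrsf9, Capg, Il2ra, Nrp1 and Ikzf2; median 0.81, adjusted p = 7.02e-08), and 5 of 17 interferon-stimulated genes fell, Rtp4 (-1.66) and Rsad2 (-1.48) the most (median -0.86, adjusted p = 5.78e-04). The CD8 lineage genes Cd8b1 (-1.09) and Cd8a (-0.98) fell (adjusted p = 0.020), as 1 γδ and IL-17-type gene, Ccr6 (3.09), rose (adjusted p = 0.020). These calls were lost with an estimated correlation, at adjusted p from 0.261 to 0.349. B-cell (0.09, adjusted p = 0.838) and erythroid genes (-0.29, adjusted p = 0.965) did not pass, but both fell with array set in the model (-0.93, adjusted p = 3.35e-09, and -0.76, adjusted p = 5.47e-12). These falls also carry the array-set term of Itk-/- CD4+ replicate 1, which was high in both groups of genes, and cannot be read as changes in CD8+ cells. Altogether 989 probe-sets passed (697 up, 292 down), 650 with array set in the model, 197 or 225 without unstimulated replicate 1 or 2, and 20013 for the compared arrays alone. Shifting the arrays to one median moved the higher share from 70.5% to 88.2% and the median of all probe-sets from -0.16 to 0.14.

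The subsets themselves were compared at rest within each genotype, the Itk-/- arrays spanning both sets and the Wt arrays lying in the first. In Wt cells the coreceptor genes separated the subsets, Cd8b1 (5.07 ± 0.19, adjusted p = 2.37e-05) and Cd8a (3.92) higher and Cd4 lower (-4.10 ± 0.27, adjusted p = 5.01e-04) in CD8+ cells. Eomes was higher by 2.12 ± 0.33 (adjusted p = 0.0372) and the cytotoxic granule gene Nkg7 by 2.94 ± 0.24 (adjusted p = 0.00124), with Atp6v0a1, Lcn4, Bend4, Ddc, Tm6sf1 and Racgap1 higher by 2.41 to 4.41. The regulatory factor gene Foxp3 (-4.07 ± 0.38, adjusted p = 0.00279), Ctla4, the follicular cytokine gene Il21 (-3.35), Itgb8, St8sia6, Pdlim4, Plagl1, Itih5 and Tiam1 were lower in CD8+ cells. In Itk-/- cells Cd8b1 was higher by 5.91 ± 0.14 (adjusted p = 1.19e-07), Klra8 by 6.26 ± 0.34 (adjusted p = 1.51e-05) and Gzmm by 5.32 ± 0.14 (adjusted p = 2.22e-07), as were Fcgrt, Klra7, Lcn4, Plek, Dmrta1 and Dlg5, by 3.77 to 4.75. Eomes was higher by 2.36 ± 0.25 (adjusted p = 7.94e-04) and Tbx21 by 1.15 ± 0.23 (adjusted p = 0.0311). Zbtb16 (-9.56 ± 0.20, adjusted p = 1.19e-07, to signals near the floor), Maf (-6.95 ± 0.16, adjusted p = 1.19e-07), Il4 (-3.24 ± 0.25, adjusted p = 1.06e-04) and Il17rb (-3.69) were lower in CD8+ cells, with Cd81, Ikzf2, Il21, Sostdc1, Chdh and Cd200 at -5.58 to -4.91. Il4 signals in the Itk-/- CD8+ arrays (82.9 and 70.4) lay under the 25th percentiles (93.7 and 89.3). So did Klra7 in Itk-/- CD4+ replicates 2 and 3, and the sizes for both genes are not exact.

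Regulatory T-cell genes were lower in CD8+ cells of both genotypes, 6 of 14 in Wt (1 higher, Itgae; 11 lower adjusted over the list alone; adjusted p = 5.46e-24) and 12 of 14 in Itk-/- cells (median -2.64, adjusted p = 8.44e-24), and this call held with an estimated correlation (adjusted p = 0.0409 and 0.0417). CD8 lineage genes held as well (median 3.92 and 4.23, adjusted p = 0.0045 and 0.0417 with an estimated correlation), and CD4 lineage genes in Wt cells (-0.64, adjusted p = 0.0481 with an estimated correlation). Activation genes were lower in CD8+ cells, 5 of 26 in Wt (14 adjusted over the list alone; median -0.61, adjusted p = 2.88e-16, and adjusted p = 0.0559 with an estimated correlation) and 14 in Itk-/- cells (-0.96, adjusted p = 4.24e-10, and adjusted p = 0.156 with an estimated correlation), Tnfsf11 and Cd200 among them. Type 2 and follicular helper genes were lower, 2 of 17 in Wt (-0.77, adjusted p = 6.08e-13; Il21 and Maf) and 8 in Itk-/- cells (-0.91, adjusted p = 4.27e-08), with adjusted p = 0.0997 and 0.202 with an estimated correlation. Granzymes and effectors were higher (median 0.48, adjusted p = 7.29e-04 in Wt, and 0.50, adjusted p = 0.025 in Itk-/- cells), as were lectin-like receptors (0.10, adjusted p = 0.0211, and 0.26, adjusted p = 0.0311, 6 of 18 higher in Itk-/- cells, Klra8 and Klra7 the most). The granzyme call in Itk-/- cells was lost with array set in the model (0.23, adjusted p = 0.0611). Memory or innate-like genes were higher in Wt CD8+ cells, 3 of 21, Eomes, Cxcr6 and Ctla2a (0.35, adjusted p = 1.34e-05), but split 7 higher and 7 lower in Itk-/- cells, with a median of 0.35 and a mean of -0.25 (adjusted p = 0.651). Ribosome biogenesis genes were higher in CD8+ cells of both genotypes (0.23, adjusted p = 1.29e-04, none of 22 singly in Wt, and 0.53, adjusted p = 2.48e-06, Nhp2 and Dkc1 singly in Itk-/- cells). Markers of erythroid cells were higher in the single Wt CD8+ array (median 0.31, 0 of 20 singly, adjusted p = 0.00902, and adjusted p = 0.35 with an estimated correlation), 7 singly with array set in the model. With an estimated correlation the calls for granzymes, lectin-like receptors, memory and ribosome biogenesis genes were lost, at adjusted p from 0.136 to 0.485. In Wt cells 169 probe-sets passed (70 higher, 99 lower in CD8+ cells; 525 with array set in the model), 59 without one or the other Wt CD4+ array and 110 for the compared arrays alone. In Itk-/- cells 1326 passed (427 higher, 899 lower), 2069 with array set in the model, 1163 within the second set alone, 360 for the compared arrays alone, and 498 (without CD8+ replicate 1) to 3784 (without CD4+ replicate 2) on leaving out 1 array.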

Values the study reported

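The study reported 2050 probe-sets changed at least 2-fold between unstimulated Itk-/- and Wt CD4+ cells and 6907 between the corresponding CD8+ cells. The study reported that 82% of the transcripts affected in CD4+ cells were also affected in CD8+ cells. The study reported Zbtb16 as up-regulated 12-fold in CD4+ cells and down-regulated 45-fold in CD8+ cells. The study reported Clca1 as down-regulated 69-fold, and Dok5 and an α-tubulin transcript as up-regulated 29-fold and 30-fold, in Itk-/- CD8+ cells. The study reported about 30% fewer affected probe-sets in CD4+ cells and 47% fewer in CD8+ cells after anti-CD3-stimulation.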

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

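The array-set test of Zbtb16 and the test of a lower T-cell share were chosen only after the result was seen, as were the values that take array set into account.

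The effect of Itk differed by stimulation in CD4+ cells at 26 probe-sets and by subset at rest at 125, by an interaction term in limma. Genes were taken from a list drawn from the study beforehand, which leaves out others in its tables. Of these, Zbtb16 (difference of log2 changes -9.09, SE 0.34, adjusted p = 2.82e-05) and Il17rb (-2.86, SE 0.42, adjusted p = 0.0332) had the lower Itk effect in CD8+ cells. Klra8 (5.84, SE 0.57, adjusted p = 0.00533) and Gzmm (4.35, SE 0.24, adjusted p = 2.37e-04) had the higher. The size for Zbtb16 is not measured, since Itk-/- CD8+ signals of 3.5 and 4.4 lay under the 1st percentile of their arrays. The size for Klra8 is not exact. Its Wt signals (55.4 and 41.3 in CD4+ cells, 64.2 in CD8+ cells) lay under their arrays' 25th percentiles.

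More probe-sets changed at least 2-fold in unstimulated CD8+ cells (7001) than in CD4+ cells (2124). Array set is a candidate source: the CD8+ change correlated at r = 0.753 across 45037 probe-sets with the difference between the sets within unstimulated Itk-/- CD4+ cells, which shares no array with it (5 comparisons within the first set gave -0.452 to 0.265). That difference rests on 1 first-set array, which also had the highest GAPDH 3' to 5' ratio (9.27), so it does not part array set from RNA quality. In stimulated CD8+ cells, both arrays in the first set, 9.36% of the 7001 changed the same way by at least 2-fold, against 33.3% of 832 carried over between resting and stimulated CD4+ cells within that set. With 1 array per genotype, the Itk-/- one closest to an unstimulated array (r = 0.980), this excludes nothing, and Itk deficiency and array set cannot be told apart for the 7001 as a whole, although Gzmm and Klra8 passed with array set in the model.

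Zbtb16 rose in Itk-/- CD4+ cells and fell in Itk-/- CD8+ cells at the probe-set that the study lists. Lower values of some probe-sets in the second array set may contribute: of the 35 other probe-sets that fell by at least 4 on the log2 scale in CD8+ cells, 82.9% were also lower by at least 2 in the second set within Itk-/- CD4+ cells. Dim signals as a whole were not lower there, the 25th percentile being 85.0 to 93.7 in the second set and 73.4 to 77.7 in the first. At the listed probe-set itself that difference was 0.38, but the transcript was abundant there (2499 units or more), so it does not decide for a dim one. The other 2 Zbtb16 probe-sets had a median change of 0.13 in CD8+ cells (0.81 and -0.56), and as their Wt signals of 119 and 152 lay under the array median of 157 they leave a fall of Zbtb16 itself open. Array set and an effect of Itk on Zbtb16 cannot be told apart here, since every unstimulated Itk-/- CD8+ array lay in the second set: the fall still passed with array set in the model (-5.88), a correction taken from the abundant CD4+ values, and in the stimulated CD8+ pair, within one set, Zbtb16 was higher in Itk-/- cells (2.57). The Wt signal of that pair (61.1) lay under its array's 25th percentile (74.4), so the size of 2.57 is not exact.

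B-cell genes were higher in stimulated Itk-/- CD4+ cells (median 1.61, 5 of the 14 above the array median in Wt cells, none on another list). B cells among the isolated cells are a candidate source: 6 abundant transcripts outside the list, chosen for B cells, had a median change of 2.90. Cd74 was at 5249 against 910 units, H2-Aa at 5140 against 302 and Ighm at 15360 against 6135. That median was set by Cd74 and the class II genes, which do not part B cells from other antigen-presenting cells. Ighm (1.30, adjusted p = 0.277) and Cd37 (0.57, adjusted p = 0.667) did not pass. Depletion with anti-B220 should remove B cells. A lower share of T cells with all other types up alike cannot be told apart from added B cells here. The medians of the monocyte, granulocyte, erythroid and stromal lists reached at most 0.261 of that of the B-cell list. Only 3 of 21 monocyte and 2 of 11 granulocyte genes lay above the array median in Wt cells, so this ratio does not decide. Genes above that median changed by 0.25 (B-cell, SD 0.44, n = 5), 0.10 (erythroid, SD 0.60, n = 11) and -0.06 (stromal, SD 0.18, n = 6). Keeping only these leaves out markers dim in Wt cells, which added cells would raise most, so their overlap does not decide either. The monocyte genes Lyz1 (4.02) and Cybb (3.14) rose as far as B-cell genes. A change in T cells or in B cells of Itk-/- mice stays open and was not tested.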

How the results depend on the processing

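Alternatives that used the array sets, and the arrays left out or shifted to one median for gene lists, were chosen after seeing the data. Of 214 named-gene results past the test, 142 were lost under at least one alternative, and over 2983 settings 2469 kept direction and threshold, 512 lost the threshold and 2 reversed. Of 75 list results, 70 were lost somewhere, with 591 of 722 settings kept, 129 lost and 2 reversed. Unless a reason is given, the cause was not tested.

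Counts at an adjusted p under 0.05 are taken first, in the order unstimulated CD4+ by genotype (147), stimulated CD4+ by genotype (561), unstimulated CD8+ by genotype (1136), stimulation in Wt CD4+ (9749), in Itk-/- CD4+ (9777) and in Itk-/- CD8+ cells (989), CD8+ against CD4+ in Itk-/- (1326) and in Wt cells (169), and the Itk effect by stimulation (26) and by subset (125). Without dim probe-sets the count became 250 in unstimulated CD4+ and 2005 in CD8+ cells by genotype, 1800 for stimulated Itk-/- CD8+ cells and 231 for the effect by stimulation. With a floor at the 25th percentile it became 299 and 870 in unstimulated and stimulated CD4+ cells, 1859 in CD8+ cells, 1711 for stimulated Itk-/- CD8+ cells and 249 for the effect by stimulation. The floor also turned Klrb1b in Wt CD4+ stimulation from -2.14 to 0.033 and Klrb1a between the Itk-/- subsets from -1.16 to 0.12, since most of their values lay under that floor. A shift to one median gave 92 in unstimulated CD4+ cells and 1858 for stimulated Itk-/- CD8+ cells, and quantile normalization 360 in stimulated CD4+ cells and 8 for the effect by stimulation. An intensity trend gave 153 for the effect by stimulation. With 1 probe-set per gene, which tests fewer probe-sets, stimulation gave 4819 in Wt and 5472 in Itk-/- CD4+ cells and the effect by stimulation 150.

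Only the arrays of the compared groups gave 0 in unstimulated CD4+ (3879 at an unadjusted p under 0.05), 2263 in stimulated CD4+ and 19639 in unstimulated CD8+ cells by genotype, 2596 and 20013 for stimulated Itk-/- CD4+ and CD8+ cells, 360 and 110 between the Itk-/- and the Wt subsets, and 6 and 24 for the effects by stimulation and subset. These fits have fewer residual degrees of freedom, down to 1 where 3 arrays were compared. The test of the study's methods, with the adjustment added here, gave 0 in unstimulated (3132 unadjusted) and stimulated CD4+ cells (6346 unadjusted) by genotype. It gave 1 for Wt (13200 unadjusted) and 4 for Itk-/- stimulation (9263 unadjusted). Replicate numbers as blocks, in the 9 CD4+ arrays, gave 12 and 92 by genotype, 6199 and 2316 for Wt and Itk-/- stimulation and 0 for the effect by stimulation (3947 unadjusted), in a fit with fewer arrays. Differences between arrays of the same number correlated at 0.32 to 0.44 for Wt and Itk-/- unstimulated cells and at -0.31 to 0.02 for the other pairs of groups.

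With array set as a covariate the counts became 652, 1943 and 283 by genotype in unstimulated CD4+, stimulated CD4+ and unstimulated CD8+ cells, 15085 for Wt CD4+ and 650 for Itk-/- CD8+ stimulation, 2069 and 525 between the Itk-/- and the Wt subsets, and 406 and 429 for the effects by stimulation and subset. The covariate lowers the spread left within groups, and in CD8+ cells it rests on the difference between sets seen in CD4+ cells. The first set alone gave 414 in unstimulated CD4+ cells. Both reversed Clca3a1, from -1.33 to 2.98 in unstimulated CD4+ cells by genotype and to -1.61 for Itk-/- CD4+ stimulation, and the covariate to -3.003 for Itk-/- CD8+ stimulation. Both also reversed the median of the cell cycle genes in unstimulated CD4+ cells, from -0.23 to 0.54. For unstimulated CD4+ cells by genotype and for Itk-/- CD4+ stimulation, both settings rest on the same unstimulated Itk-/- replicate 1. They give the same changes there and are not separate checks.

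Counts at 2-fold were 2124, 1460 and 7001 by genotype in unstimulated CD4+, stimulated CD4+ and unstimulated CD8+ cells, and 5391 and 6815 for Itk-/- CD4+ and CD8+ stimulation. Without dim probe-sets, a smaller number of probe-sets, these became 707, 951, 2823, 3449 and 2766, and the overlaps of unstimulated CD4+ cells with CD8+ and with stimulated CD4+ cells went from 1823 to 603 and from 250 to 126. The floor gave 1340 in unstimulated CD4+ cells and 1160 shared with CD8+ cells, and the first set alone 832. Adding the methods' test at an unadjusted p under 0.05 gave 312 in unstimulated CD4+ cells and 2919 for Itk-/- CD4+ stimulation. Under quantile normalization the higher share moved from 75.2% to 54.6% in unstimulated CD8+ cells and from 32.1% to 50.6% for Itk-/- CD8+ stimulation.

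Gene lists past the test numbered 10, 13 and 5 by genotype in unstimulated CD4+, stimulated CD4+ and unstimulated CD8+ cells, 8 in each tested stimulation, and 11 and 12 between the Itk-/- and Wt subsets. With an estimated correlation 0 were left in the first 6 of these comparisons, 2 between the Itk-/- and 3 between the Wt subsets. Quantile normalization gave 5 in unstimulated CD4+ and 8 in CD8+ cells, all probe-sets of a list's genes gave 8 in CD8+ cells, and the covariate gave 14 for Itk-/- CD8+ stimulation.

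Leaving out each array in turn gave, in the order of the opening, 2 to 17230, 107 to 205, 118 to 145, 5001 to 6803, 3287 to 22375, 197 to 225, 498 to 3784, 59 in both cases, 0 to 15808 and 36 to 429. At 2-fold it gave 1121 to 5210, 1307 to 2406, 6468 to 7973, 4649 to 7730 and 6225 to 7843, and 5894 to 7326 for Wt CD4+ stimulation (6329). For gene lists it gave 6 to 11, 13 to 15 and 5 to 7 by genotype, 8 to 10, 8 to 9 and 8 for stimulation, and 8 to 12 and 10 to 13 between subsets. For unstimulated CD4+ cells by genotype, Itk-/- CD4+ stimulation and the effects by stimulation and subset, the highest counts at an adjusted p came without replicate 1 of the unstimulated Itk-/- CD4+ cells, whose other replicates form the second array set. Signals near the lowest value of 1 limit what can be read: detection calls were not used here, and transcripts near background can move by several log2 units between arrays.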

Other observations

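Of the transcripts weighed above for B cells, the antigen presentation genes were up-regulated in stimulated Itk-/- CD4+ cells. They were the class II genes H2-Aa (log2 4.11, adjusted p = 0.0143), H2-Ab1 (3.65, adjusted p = 0.00203) and H2-Eb1 (3.25, adjusted p = 0.0174), whose products display peptides to CD4+ cells, and the invariant chain gene Cd74 (2.55 ± 0.46, adjusted p = 0.0354). In unstimulated CD4+ cells the same genes were also higher in Itk-/- cells, by 1.49, 1.64, 1.28 and 0.83. Within the first array set, with 1 Itk-/- array, they were higher by 2.94, 2.39, 2.44 and 1.76. In stimulated CD8+ cells they were higher by 0.87, 0.60, 0.78 and 0.36 on single arrays. Cd37, a tetraspanin gene of B cells, did not pass (0.57, adjusted p = 0.667).

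Of the transcripts that the study singles out in unstimulated CD8+ cells, 3 varied with array set or between arrays. Dok5, which encodes an adaptor protein, was at 3456 and 2826 units in the Itk-/- CD8+ arrays and 107 in the Wt array (4.87 ± 1.26, adjusted p = 0.0657), and in Itk-/- CD4+ cells it was at 191 in the first array set and 2937 and 1672 in the second. With array set in the model its CD8+ change was 1.33 (adjusted p = 0.414). One probe-set of the α-tubulin gene Tuba4a was at 17302 in one Itk-/- CD8+ array and 1399 in the other, against 302 in Wt cells (4.03 ± 1.12, adjusted p = 0.0722), whereas the other Tuba4a probe-sets were at 16056 and 15515 against 16390, and at 5930 and 5697 against 6300. Clca3a1, a chloride channel regulator gene, was at 6.6 in both Itk-/- CD8+ arrays and 451 in the Wt array (-6.10 ± 2.18, adjusted p = 0.107), and in Itk-/- CD4+ cells at 556 in the first set and 6.7 and 5.9 in the second. With array set in the model its CD8+ change was 0.37. Signals of 6.6 lay under the 1st percentile of both arrays (12.4 and 11.8), so the size of these changes is not measured.

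One array differed in RNA quality controls. The GAPDH 3' to 5' signal ratio was 9.27 in replicate 1 of the unstimulated Itk-/- CD4+ cells and 5.92 in the next highest array, with a range of 2.49 to 9.27 over the 14 arrays. Its actin ratio, 4.58, was the highest as well. This is the only first-set array of its group, so the difference between array sets in these cells is mixed with its RNA quality.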
